A study of Mus musculus with 16 samples. Its data were reported in "Gene expression profiling of mouse p53-deficient epidermal carcinoma defines molecular determinants of human cancer malignancy" (2010).

How the data were processed

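RNA from 4 normal skin samples and 12 carcinomas of mice was measured on Affymetrix MOE430 2.0 arrays, 1 array per sample. The authors made the values with RMA, which corrects background, normalizes the arrays to a shared distribution and summarises the probes of each probeset, and the deposited values are log2 signal intensities. The values ran on a log2 scale in every array, and no version of RMA is stated.

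Samples were grouped by their titles into control skin, p53 tumors and pRbp53 tumors, and by the histology that the labels give. The table held 45101 probesets, of which 64 array controls were left out and 45037 were tested. A gene annotation of the array from 2016 gave 1 gene symbol for 34945 tested probesets, several for 932 and none for 9160. Of the probesets with 1 symbol, 34741 had a gene ID found in the RefSeq table of symbols. Each of 18193 genes was read from its probeset with the highest mean over all samples. Trp53 is not reported here, and list members without a probeset of their own are not analysed here.

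Linear models were fitted to every probeset with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and Benjamini-Hochberg adjustment over all 45037 probesets. The comparisons were tumors against control skin and undifferentiated or spindle against poorly differentiated tumors, at an adjusted p of 0.05, and pRbp53 against p53 tumors at 0.1. All tests are two-sided. Log2 differences carry their standard error (SE) and group means their standard deviation (SD). The score of the 20-gene signature is the mean log2 signal of its genes, compared with exact permutation tests over all splits of the samples. Probesets that the study selected on its training arrays were compared by direction.

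The genes named in the text follow a rule written before the data were examined. It takes Rb1, the 20 signature genes, the 12 genes with the largest difference each way between tumors and control skin and the 10 largest each way by grade, among those that passed and whose groups do not overlap. It also takes up to 10 each way by genotype among those that passed, and up to 4 members of each list with the largest difference. Genes named outside the rule are marked in the text; Csn2 and the sex-linked genes were chosen after their values were seen, as were the milk, mammary and salivary genes of the closing section.

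The 37 gene lists, also written before the data were examined, cover 3 signatures and 2 grade lists of the study, mitosis, replication, DNA repair, p53 targets, CDK inhibitors, Polycomb and stem cell regulators, cornified, basal and stressed keratinocytes, hair shaft, bulge, sebaceous gland, epithelial identity, mesenchymal regulators, fibroblast matrix, matrix proteases, hypoxia, respiration, interferon response and ribosome biogenesis. They also cover cell types that skin may hold, namely skeletal and smooth muscle, adipocytes, endothelium, macrophages, neutrophils, T and NK cells, B cells, Langerhans and dendritic cells, mast cells, melanocytes and Schwann cells. They were tested with camera, a competitive test of limma, with a preset correlation of 0.01 between genes, at an adjusted p of 0.05 over the lists, and again with a correlation estimated from the data. A member counts as risen or fallen when it passed over all probesets; counts adjusted over the list alone are given beside.

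The models were tested on simulated data that copied the means and spreads of the real probesets. For tumors against control skin the fit over 45037 probesets recovered 59.5% of 200 probesets changed by 1 on the log2 scale and 89.0% of 200 changed by 2. For genotype it recovered 55.0% and 83.5%, and for grade 46.0% and 76.5%, with 22, 25 and 11 calls among 44637 unchanged probesets. The replicate numbers in the titles do not pair the samples: of 13 pairs of samples with the same number in different groups, 3 had deviations from their group means that correlated above 0.1 across probesets. Fits with the number as a block were still run.

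The alternatives planned beforehand were the replicate block, the brighter probesets, quantile normalization, median centring, another empirical Bayes prior, array weights, other pooling of the tumors, covariates, subsets of tumors, other thresholds, a Welch test in place of the t-test of the study, whose form is not stated, and leaving out each array in turn. Covariates and subsets of tumors were planned for the probesets, and for the lists they were chosen after seeing the data. Alternatives chosen after seeing the data averaged control skin 2 and 4, left out control skin 3 and p53 tumor 7, left out the arrays with milk protein genes, and added sex, read from Xist, as a covariate. Figures were drawn with matplotlib 3.10.9.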

Results

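The data are log2 signals of 45037 probesets on Affymetrix MOE430 2.0 arrays hybridised with RNA from 4 samples of normal mouse skin and 12 skin carcinomas. The carcinomas arose in mice whose epidermis lacked the tumor suppressor p53, either alone (7 p53 tumors) or together with pRb, the product of Rb1 (5 pRbp53 tumors). By histology, 3 of the p53 tumors were poorly differentiated, 1 was undifferentiated, 1 was spindle and 2 were mixed. Of the pRbp53 tumors, 4 were spindle and 1 was mixed. The median signal per array lay between 5.63 and 5.77, and the number of arrays limits the precision. The log2 signal of the 3' end of actin minus that of its 5' end, which grows as RNA breaks down, was 1.33 in control skin 3 and 1.67 in p53 tumor 7, against 0.21 to 0.68 in the other arrays. Nothing in the labels says that the samples came from separate animals, so the p-values measure only the spread between samples.

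The first comparison asks which genes set the carcinomas apart from normal skin (n = 12 and 4). Rb1 fell by 1.35 ± 0.20 on the log2 scale (SE, limma adjusted p = 2.23e-04), from 9.26 ± 0.25 (SD, n = 4) in control skin to 8.06 ± 0.33 (SD, n = 7) in the p53 tumors and 7.70 ± 0.35 (SD, n = 5) in the pRbp53 tumors. The position of its probeset relative to the deleted part of the gene is not known, so this value does not check the labels. Genes of cell division rose in the tumors, while genes of muscle, fat, sebaceous gland and cornified epidermis fell. As lists, the groups that fell kept their call with an estimated correlation between genes, and mitosis did not (camera adjusted p = 0.2311). In all, 5949 probesets passed an adjusted p of 0.05, of which 2863 were higher and 3086 lower in the tumors. These probesets stood for 1378 higher and 1669 lower genes. The groups did not overlap at 3088 probesets, or at 1709 genes, where chance alone separates 0.110% of probesets.

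The single genes that rose most have varied roles. Mmp13, a collagenase, rose by 5.02 ± 1.12 (SE, adjusted p = 0.0067), and Xaf1, an interferon-inducible gene of apoptosis, by 4.75 ± 0.49 (adjusted p = 4.47e-06). Plod2, which hydroxylates collagen lysines, rose by 3.94 ± 0.45, Timp1, an inhibitor of metalloproteinases, by 3.80 ± 0.76, and Vcam1, an adhesion molecule for leukocytes, by 3.63 ± 0.83. Slpi, an inhibitor of leukocyte proteases, was higher by 3.45 ± 0.74, Bub1, a kinase of the spindle checkpoint, by 3.43 ± 0.57, and the chemokine receptor Cxcr4 by 3.18 ± 0.48. Depdc1a, a mitotic gene, was higher by 3.14 ± 0.58 and Adamts4, which cleaves aggrecan, by 3.05 ± 0.62. The myeloid lectin Clec4d was higher by 3.01 ± 0.62 and Sh2d5 by 3.01 ± 0.86. Sh2d5 did not pass whichever control skin array was left out, nor with p53 tumors alone against control skin.

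The genes that fell most belong to skeletal muscle and to the outer layers of the epidermis. The myosin heavy chain Myh4 fell by 9.13 ± 0.51 (SE, adjusted p = 2.02e-09), from 13.08 ± 0.24 (SD, n = 4) to 3.95 ± 1.04 (SD, n = 12). The keratin Krt77 fell by 8.88 ± 0.50, and Lce1c and Lce1m, of the cornified envelope, fell by 8.39 ± 0.57 and by 8.03 ± 0.10. Myl1, a myosin light chain, fell by 8.13 ± 0.73, Neb, which encodes nebulin of the thin filament, fell by 7.92 ± 0.72, and Tnnc2, a troponin of fast muscle, fell by 7.87 ± 0.97. Krtdap, a keratinocyte differentiation gene, fell by 7.95 ± 1.21, and Serpinb7, an epidermal protease inhibitor, fell by 7.93 ± 0.30. Apobec2 fell by 7.87 ± 0.18, Pvalb, which binds calcium in fast muscle, fell by 7.78 ± 0.38, and the calcium pump Atp2a1 fell by 7.76 ± 0.48.

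All 20 genes of the signature that the study fixed on its other arrays and on human tumors rose here, both over all probesets and when adjusted over the list alone. Plk1 did not pass whichever control skin array was left out. Kpna2 did not pass without control skin 1 or 3, nor Cdc20 without control skin 1 or 4. Without control skin 1, 12 of the 20 passed, and Ccna2, Cdc20, Cdkn3, Hmmr, Kpna2, Plk1, Top2a and Ube2c did not. Among them Birc5, an inhibitor of apoptosis at the spindle midzone, rose by 2.91 ± 0.39 (SE, adjusted p = 8.49e-05), Cdk1, the mitotic kinase, by 2.62 ± 0.51, Top2a, topoisomerase II, by 2.55 ± 0.67, and Tpx2, a spindle assembly factor, by 2.50 ± 0.46. Ube2c, of the anaphase-promoting complex, rose by 2.41 ± 0.59, Ccna2, cyclin A, by 2.32 ± 0.56, Mad2l1, of the spindle checkpoint, by 2.21 ± 0.41, and Cenpa, the centromeric histone, by 2.16 ± 0.44. Aurka and Cks2 rose by 2.14 ± 0.47 and 2.02 ± 0.42, and Chek1 and Ncaph by 2.0 ± 0.39 and 2.0 ± 0.35. The remaining members Kif2c, Cdkn3, Cdc20, Hmmr, Plk1, Kpna2 and Mcm4 rose by 1.82 ± 0.36, 1.68 ± 0.42, 1.65 ± 0.44, 1.64 ± 0.39, 1.55 ± 0.44, 1.39 ± 0.36 and 1.3 ± 0.26.

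The mean log2 signal of these 20 genes was 7.01 ± 0.44 (SD, n = 4) in control skin, 9.12 ± 0.85 (SD, n = 7) in p53 tumors and 9.12 ± 0.72 (SD, n = 5) in pRbp53 tumors. The tumors lay above control skin by 2.11, with a two-sided exact permutation p of 5.495e-04, the smallest that the 1820 splits of the samples can give. No tumor overlapped control skin, the nearest being p53 tumor 7 at 7.51 against a highest control of 7.28. With the replicate number as a block the difference was 2.24 (exact permutation p = 0.0123 within numbers, the smallest of 81 arrangements).

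**Figure D1:**
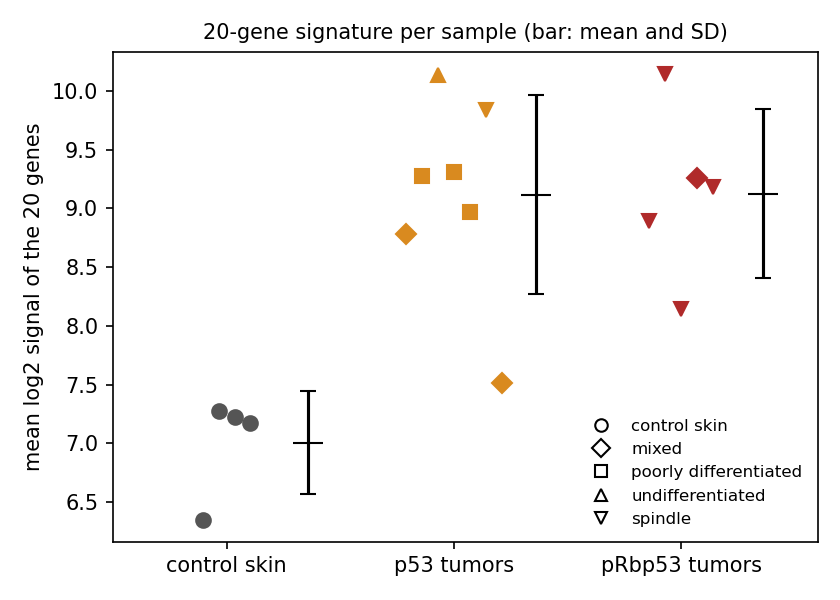
Mean log2 signal of the 20 signature genes in each sample, by group, with marker shapes for histology and a bar for the group mean and SD. Control skin spans 6.35 to 7.28 and the tumors span 7.51 to 10.14.

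Of the probesets that the study called overexpressed in its training arrays, 371 were measured here and 360 (97.0%) were higher in tumors, of which 259 (69.8%) passed. Of 311 called underexpressed there, 304 (97.7%) were lower and 263 (84.6%) passed. Only 1 probeset passed in the opposite direction, that of Rpgrip1, which encodes a ciliary protein and was higher by 1.17 (adjusted p = 0.0230). Rpgrip1 was picked after its value was seen. Over both sets 664 of 682 probesets (97.4%) had the same direction.

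Gene lists fixed beforehand give the wider picture of proliferation. Of 51 genes that the study tied to p53 mutation, 44 rose and 7 did not pass, with 50 higher when adjusted over the list alone. All 26 genes that it tied to poor outcome rose, also when adjusted over the list alone. The 20 signature genes are those that these lists share, so the 3 signatures are not independent results. Of 23 mitotic genes 19 rose and 4 did not pass (21 when adjusted over the list alone), with Ect2, of cytokinesis, higher by 2.54 ± 0.52 (SE) and Racgap1, its partner, by 2.40 ± 0.35. Of 29 replication genes 20 rose (25 when adjusted over the list alone), among them the licensing factor Cdc6 by 2.55 ± 0.70 and thymidine kinase Tk1 by 2.19 ± 0.34. Of 13 DNA repair genes 10 rose (12 when adjusted over the list alone), such as Rad51ap1 by 2.49 ± 0.39, Brca1 by 2.47 ± 0.40 and Rad18 by 2.31 ± 0.23. Of 14 genes of ribosome biogenesis 9 rose (13 when adjusted over the list alone), including Nop58 by 1.57 ± 0.32 and nucleostemin Gnl3 by 1.10 ± 0.16. The camera adjusted p of these lists ran from 1.962e-20 for the 51 genes to 6.047e-06 for ribosome biogenesis. Cdc6 did not pass without control skin 1, 2 or 3, nor with p53 tumors alone against control skin. Without control skin 1, 28 of the 51 genes passed, 17 of the 26, 12 of the mitotic, 8 of the replication, 5 of the repair and 4 of the ribosome genes. With an estimated correlation between genes none of these calls remained, with an adjusted p of 0.1825 for the 3 signatures and for DNA repair, 0.2311 for mitosis and 0.2234 for replication and for ribosome biogenesis.

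Genes of tissues that normal skin holds fell together. All 20 skeletal muscle genes fell (20 when adjusted over the list alone; camera adjusted p = 3.629e-32, and 0.0297 with an estimated correlation). Of 18 genes of cornified epidermis 17 fell (17 when adjusted over the list alone), such as the keratin Krt1 by −7.74 ± 0.94 (SE) and desmoglein Dsg1a by −7.21 ± 0.68 (camera adjusted p = 2.616e-22, and 0.0297 with an estimated correlation). Of 12 adipocyte genes 11 fell (12 when adjusted over the list alone), with carbonic anhydrase Car3 at −6.88 ± 0.98 and adiponectin, Adipoq, at −6.31 ± 0.78 (camera adjusted p = 3.919e-12, and 0.0297 with an estimated correlation). Of 8 sebaceous genes 7 fell (7 when adjusted over the list alone), among them Far2 at −6.86 ± 0.16 and Elovl3 at −4.59 ± 0.20, which make wax and long-chain lipids (camera adjusted p = 1.338e-13, and 0.0014 with an estimated correlation). Of 8 smooth muscle genes 2 fell, Synpo2 at −5.58 ± 0.47 and Myh11 at −3.63 ± 0.41, and of 14 genes of mitochondrial respiration 5 fell, such as Ndufs7 at −1.01 ± 0.17. Their camera adjusted p of 0.0032 and 1.489e-04 became 0.2245 and 0.1825 with an estimated correlation. Adjusted over the list alone, the counts were again 2 and 5.

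Epithelial lists of the living epidermis fell in part. Of 10 basal keratinocyte genes, the hemidesmosome collagen Col17a1 and the keratin Krt5 fell, by −5.76 ± 1.47 (SE) and −5.48 ± 1.55, and 8 did not pass, Krt14 among them at −5.10 ± 1.86 (adjusted p = 0.0851); 4 fell when adjusted over the list alone. Of 18 genes of epithelial identity 8 fell, such as envoplakin, Evpl, at −3.82 ± 0.74, and 10 did not pass (10 lower and 1 higher when adjusted over the list alone). Of 13 genes that the study named as lower with grade, 4 fell, with desmocollins Dsc1 and Dsc3 at −6.98 ± 0.88 and −6.24 ± 1.26 (11 when adjusted over the list alone). Their camera adjusted p of 0.0081, 0.0014 and 7.437e-05 became 0.4298, 0.5025 and 0.3535 with an estimated correlation. Without control skin 1, 0 of the basal genes, 5 of the epithelial identity genes and 2 of the study's 13 passed; without p53 tumor 2, 8 of the 13 did, and without p53 tumor 7, 4 basal and 3 bulge genes did. Of 10 bulge genes only Krt15 fell, at −6.26 ± 1.54 (1 when adjusted over the list alone; camera adjusted p = 0.0795). Among 12 genes of stressed keratinocytes 2 rose and 2 fell, S100a8, an alarmin, at 3.29 ± 1.02 and Slpi above, against Sprr1a at −4.46 ± 1.26 and Il1f9, an interleukin, at −3.05 ± 0.28 (3 each way when adjusted over the list alone; camera adjusted p = 0.5686). Of 18 hair shaft genes 1 fell, Foxn1 (1 when adjusted over the list alone; camera adjusted p = 0.7492). Krt5 and Sprr1a did not pass whichever control skin array was left out, and S100a8 did not pass without control skin 1, 2 or 3. S100a8 also did not pass without p53 tumors 1, 2, 3 or 4 or pRbp53 tumors 1, 2, 3 or 5, each left out in turn. With the replicate block or with sex as a covariate it did not pass either.

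Immune and pigment markers moved in both directions. Of 10 genes of T and NK cells 6 fell (6 when adjusted over the list alone), with the receptor chains Cd3g at −3.62 ± 0.36 (SE) and Cd247 at −1.54 ± 0.11. Of 11 genes of Langerhans and dendritic cells 4 fell (7 when adjusted over the list alone), among them langerin, Cd207, at −4.08 ± 0.27 and the lectin Cd209a at −4.06 ± 0.46. Of 8 mast cell genes 4 fell, such as carboxypeptidase Cpa3 at −4.11 ± 0.80, and of 8 melanocyte genes 3 fell, such as Dct, of melanin synthesis, at −3.04 ± 0.21; each gave 4 lower when adjusted over the list alone. Of 9 neutrophil genes Cxcr4 rose (4 when adjusted over the list alone, and 3 over all probesets without p53 tumor 5). The camera adjusted p of these lists was 1.665e-05, 4.629e-04, 0.0264, 0.0081 and 0.0039, and with an estimated correlation it was 0.1626, 0.1825, 0.4595, 0.0783 and 0.2234. The mast cell list also lost its call without control skin 2, with control skin 2 and 4 averaged, with the replicate block and among the brighter probesets. With pRbp53 tumors alone against control skin, the mast cell and melanocyte lists lost theirs. None of 14 macrophage, 7 B cell and 10 interferon genes passed, also when adjusted over each list alone (camera adjusted p of 0.9798, 0.9279 and 0.2385).

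The other lists gave no call with camera. Of 20 p53 target genes 2 fell, cyclin G1, Ccng1, at −1.99 ± 0.28 (SE) and the receptor Eda2r at −1.55 ± 0.38, and Perp, a desmosome gene, stood at −4.60 ± 1.55 without passing (adjusted p = 0.0617); 1 was higher and 4 lower when adjusted over the list alone (camera adjusted p = 0.1017), and 5 were lower over all probesets without p53 tumor 1. Of 6 CDK inhibitors 1 rose, Cdkn2a, at 3.03 ± 0.81 (1 when adjusted over the list alone; camera adjusted p = 0.3954). Of 14 Polycomb and stem cell regulators 2 rose, Myc and Suz12 (4 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.2026). Of 16 hypoxia and glycolysis genes 4 rose, such as Vegfa, an angiogenic factor, at 1.83 ± 0.38, and aldolase, Aldoa, fell by 1.46 ± 0.30 (5 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.1177). Of 14 fibroblast matrix genes tenascin C, Tnc, rose by 4.21 ± 0.90, and of 12 proteases and their partners Mmp13 and Timp1 rose (1 and 3 when adjusted over the list alone; camera adjusted p of 0.2385 and 0.1155). Of 12 endothelial genes Flt1 was at 1.22 ± 0.38 and Tek at −2.14 ± 0.55, both passing (2 each way when adjusted over the list alone; camera adjusted p = 0.9279). Without control skin 1, Flt1, Tek, Cdkn2a and Tgfb1 did not pass. Cdkn2a and Flt1 also did not pass without control skin 2 or 4, nor Tek without control skin 4. Flt1 also did not pass without p53 tumors 2, 4, 6 or 7 or pRbp53 tumors 2 or 5, each left out in turn. With either genotype alone against control skin Flt1 did not pass, and with the replicate block none of Flt1, Tek and Cdkn2a did. Of 14 mesenchymal regulators Tgfb1 rose, of 6 Schwann cell genes Mbp fell, and none of 9 genes that the study named as higher with grade passed (1 higher, 3 lower and 0 when adjusted over the list alone; camera adjusted p of 0.7492, 0.1070 and 0.9279). Foxn1, Myc, Suz12, Tgfb1 and Mbp are named because so few members of their lists passed.

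**Figure D2:**
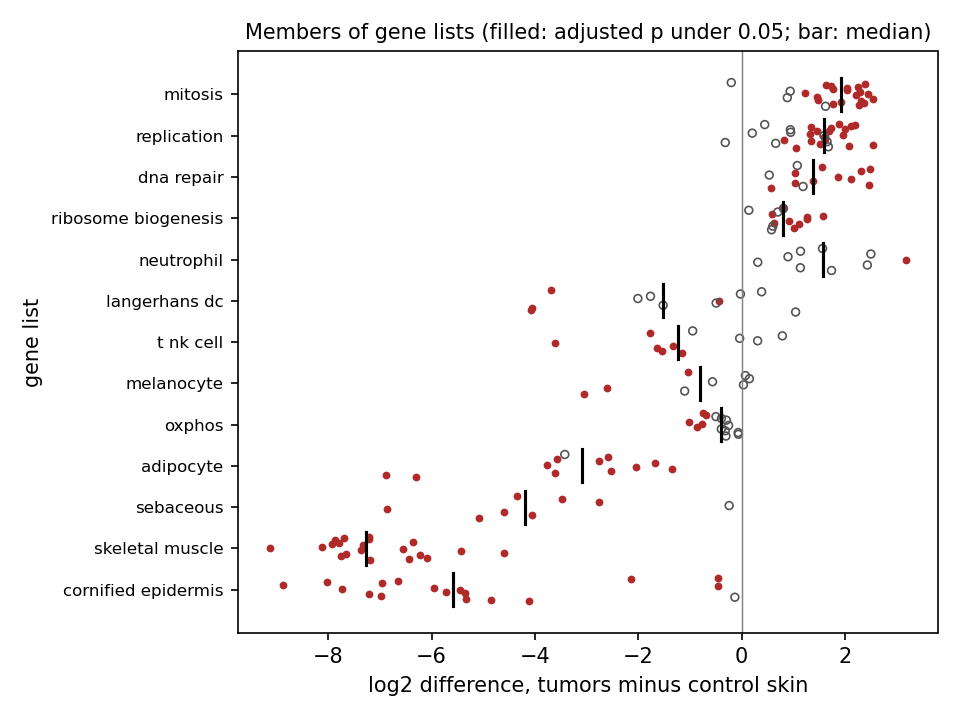
Log2 difference between tumors and control skin for the measured members of 13 gene lists; filled points passed an adjusted p of 0.05 and each bar is a list's median. The median is 1.92 for mitosis and −7.27 for skeletal muscle.

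Leaving out control skin 1, whose 20-gene mean of 6.35 lay below the other controls, lowered the count of probesets from 5949 to 3744. Leaving out control skin 2, 3 or 4 instead gave 4209, 4212 and 4273, so losing any control lowered the count. Beside these gene groups, control skin 3 also carried Csn2, a milk casein, at 9.83, against 3.51 to 4.47 in the other controls; without control skin 3 and p53 tumor 7 the count was 5007.

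The second comparison asks how tumors that lack pRb as well as p53 differ from those that lack p53 alone (n = 5 and 7). Rb1 itself differed by −0.36 ± 0.19 (SE) and did not pass (adjusted p = 0.601). Few genes separated the genotypes. At an adjusted p of 0.1, the study's threshold, 89 probesets passed, 57 higher and 32 lower in pRbp53 tumors, which stood for 14 higher and 15 lower genes. The 20-gene mean differed by 0.01 (two-sided exact permutation p = 0.992), and none of the 20 genes passed.

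Higher in pRbp53 tumors were Sgce, which encodes a sarcoglycan, by 3.21 ± 0.55 (SE, adjusted p = 0.0584), and Meg3, a maternally expressed noncoding RNA, by 2.75 ± 0.46. Ebf1, a transcription factor, was higher by 2.72 ± 0.34 (adjusted p = 0.0099), Mageh1 by 2.50 ± 0.38, and the homeobox gene Hoxb6 by 2.28 ± 0.22 (adjusted p = 0.0020). Hoxb6 stood at 6.88 ± 0.56 (SD, n = 5) in pRbp53 tumors, at 4.60 ± 0.22 (SD, n = 7) in p53 tumors and at 7.0 ± 0.21 (SD, n = 4) in control skin. Runx1t1, a corepressor, was higher by 2.09 ± 0.34, and the zinc finger genes Zfp52 and Zfp40 by 2.02 ± 0.32 and 1.73 ± 0.22. Prrg3 and the helicase gene Ddx43 were higher by 1.95 ± 0.35 and 1.63 ± 0.27. For 42 of the 57 higher probesets, control skin lay nearer to the pRbp53 tumors than to the p53 tumors, as it did for 16 of the 32 lower ones.

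Lower in pRbp53 tumors were Lgals7, the galectin of stratified epithelia, by −4.08 ± 0.71 (SE, adjusted p = 0.0628), and Mtm1, a lipid phosphatase, by −3.02 ± 0.55. The gene 2310030G06Rik was lower by −2.85 ± 0.44, the Iroquois homeobox genes Irx1 and Irx5 by −2.48 ± 0.42 and −2.43 ± 0.41, and the integrin Itga6, of hemidesmosomes, by −2.13 ± 0.32. Glyoxalase, Glo1, was lower by −1.46 ± 0.18 (adjusted p = 0.0090) and Mnd1, of meiotic recombination, by −1.38 ± 0.15 (adjusted p = 0.0041). Fgd6 and Tpd52 were lower by −1.48 ± 0.26 and −1.23 ± 0.22.

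Among the lists, camera called 18 in this comparison, 10 higher and 8 lower in pRbp53 tumors, though only Itga6 and, among T and NK cell genes, Cd2 at 0.73 ± 0.12 (SE) passed as single members. Of 18 genes of epithelial identity 0 passed and 15 were lower when adjusted over the list alone, with the simple keratins Krt18 at −4.53 ± 1.17 and Krt8 at −4.43 ± 1.17 (camera adjusted p = 2.116e-10). Of 10 basal genes 1 passed, Itga6, and 9 were lower when adjusted over the list alone, with Krt14 at −3.96 ± 1.86 (camera adjusted p = 1.962e-06). Of 14 fibroblast matrix genes 0 passed and 10 were higher when adjusted over the list alone, such as the collagen Col5a1 at 2.38 ± 0.69 (camera adjusted p = 2.214e-09). The adjusted p with an estimated correlation was 0.3764 for each of these 3 lists, and no list kept its call with it. The study's lists for grade went the same way, with 6 of 9 higher and 5 of 13 lower when adjusted over each list alone, such as Col6a2 at 2.36 ± 0.50 and desmoplakin, Dsp, at −4.01 ± 1.84, none passing over all probesets (camera adjusted p of 7.349e-07 and 1.078e-06, and 0.3764 and 0.4306 with an estimated correlation). The study chose those lists on all its arrays, these included, so they are not independent evidence of a direction.

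Skeletal muscle, endothelial, B cell, T and NK cell, mesenchymal, replication and protease genes and the 51-gene signature leaned higher in pRbp53 tumors (camera adjusted p of 1.008e-04, 1.745e-05, 0.0114, 0.0080, 0.0109, 0.0082, 0.0497 and 0.0497), with cyclin E2, Ccne2, at 1.53 ± 0.71 (SE) among the replication genes. Cornified, stressed keratinocyte, hair shaft, p53 target and hypoxia genes leaned lower (camera adjusted p of 0.0028, 0.0114, 0.0062, 0.0397 and 0.0046), with Perp at −4.32 ± 1.32 among the p53 targets. Without p53 tumor 7 the replication, protease, p53 target and stressed keratinocyte lists lost their call and the 51-gene signature turned lower without a call (camera adjusted p = 0.9145), and without pRbp53 tumor 5 the skeletal muscle, protease and 51-gene lists lost theirs. With an estimated correlation the adjusted p of these 13 lists lay between 0.3764 and 0.8039. Camera called none of the other 19 lists. Without pRbp53 tumor 2, of the 51-gene, replication, protease and T and NK cell lists 3 lost their call and 1 reversed in direction. The mesenchymal list lost its call without p53 tumor 5, and the hypoxia list without pRbp53 tumor 1. The p53 target and stressed keratinocyte lists lost theirs without pRbp53 tumor 4. With the replicate block the 51-gene, replication, p53 target and T and NK cell lists lost theirs.

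The genotypes differ in histology, since all 3 poorly differentiated tumors are p53 tumors and 4 of 5 pRbp53 tumors are spindle. With histology as a covariate 54 probesets passed, 33 of them among the 89, and of the 18 lists 5 kept their call, 10 lost it and 3 reversed in direction, the 51-gene signature, mesenchymal and protease lists. Within the 6 undifferentiated or spindle tumors 72 probesets passed, 19 of them among the 89, and of the 18 lists 2 kept their call, 12 lost it and 4 reversed in direction, namely the replication, protease and hypoxia lists and the 51-gene signature, which was then called lower (camera adjusted p = 2.454e-04). Dsp was then higher in pRbp53 tumors, by 0.25. Of the 72 probesets, 27 were higher and 45 lower in pRbp53 tumors, whereas most of the 89 were higher. With the replicate number as a block 35 passed, and without p53 tumors 2 to 5, in which Csn2 was high, 7 passed; p53 tumor 7, which stays in that subset, carried Csn3 at 10.01 and Wfdc18 at 11.19 but not Csn2. Leaving out 1 tumor gave from 47 probesets, without p53 tumor 2, to 216, without p53 tumor 6, with 152 without p53 tumor 1 and 53, 184 and 55 without pRbp53 tumors 3, 4 and 5. Without pRbp53 tumor 3, 2 epithelial identity genes passed as lower.

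The third comparison asks what changes between poorly differentiated carcinomas and undifferentiated or spindle ones (n = 3 and 6). Epithelial genes were lower in undifferentiated or spindle tumors, while genes of mesenchyme, matrix and macrophages were higher. With an estimated correlation the epithelial list kept its call (camera adjusted p = 0.0185), and the mesenchymal, fibroblast matrix and macrophage lists lost theirs (0.2291, 0.2986 and 0.2085). At an adjusted p of 0.05, 3326 probesets passed, 1531 higher and 1795 lower in undifferentiated or spindle tumors, which stood for 816 higher and 844 lower genes. The groups did not overlap at 6216 probesets, where chance alone separates 2.38%. Rb1 was at −0.47 ± 0.12 (SE) and did not pass (adjusted p = 0.0546).

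Among the genes that rose most in undifferentiated or spindle tumors, Crabp1, which binds retinoic acid, was higher by 5.51 ± 1.07 (SE, adjusted p = 0.0169), Brinp3 by 5.45 ± 1.20 and the cannabinoid receptor Cnr1 by 5.42 ± 0.91. The proteases Mmp9 and Mmp3 were higher by 5.38 ± 0.62 and 4.94 ± 1.20, Grem1, an antagonist of BMPs, by 5.33 ± 0.76, and Bnc2, a zinc finger protein of fibroblasts, by 5.15 ± 0.52. Efemp1, of the extracellular matrix, was higher by 4.78 ± 1.01, Ereg, a ligand of the EGF receptor, by 4.73 ± 0.34 (adjusted p = 1.29e-04), and Lrrc17 by 4.58 ± 0.62. With each tumor left out in turn, Mmp3 did not pass without p53 tumors 2, 3, 4, 5 or 6 or pRbp53 tumors 2, 3 or 5. Brinp3 did not pass without p53 tumors 2, 3, 4 or 5 or pRbp53 tumors 1 or 3. Neither passed with genotype as a covariate. Efemp1 did not pass without p53 tumor 2 or 4, nor with sex or genotype as a covariate. Crabp1 did not pass without p53 tumor 2, nor with genotype as a covariate.

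The genes that fell most were epithelial, and several belong to glands. Wfdc18, a milk and saliva protein, was lower by −7.70 ± 0.47 (SE, adjusted p = 4.97e-05), at 6.09 ± 0.85 (SD, n = 6) against 13.79 ± 0.37 (SD, n = 3). Fxyd3 was lower by −7.57 ± 0.40, Dsp by −7.50 ± 0.45, and the epithelial splicing factor Esrp1 by −7.22 ± 0.30. The transcription factors Tfap2c, Ehf and Elf5 were lower by −6.97 ± 0.27, −6.93 ± 0.32 and −6.63 ± 0.62, the last of which drives mammary alveolar development. Epcam, an epithelial adhesion molecule, was lower by −6.96 ± 0.48, the casein Csn3 by −6.59 ± 1.40 and Plet1 by −6.57 ± 0.90. Csn3 did not pass without p53 tumors 2, 4 or 5 or pRbp53 tumors 1 or 5, each left out in turn. With sex or with genotype as a covariate Csn3 did not pass either. Csn2 reached 13.67 in p53 tumor 5, 11.65 in p53 tumor 2 and 8.75 in p53 tumor 4, the poorly differentiated tumors, and 10.80 in p53 tumor 3, which is undifferentiated, against 3.10 to 4.36 in the 5 spindle tumors.

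Of 18 genes of epithelial identity 15 fell and 3 did not pass, among them Krt18 at −5.67 ± 1.52 (SE), while all 18 were lower when adjusted over the list alone. Desmoglein Dsg2 was at −6.15 ± 0.35 and Perp at −5.02 ± 1.02 (camera adjusted p = 3.935e-22, and 0.0185 with an estimated correlation). Of 14 mesenchymal genes 8 rose, such as Tgfbi, an adhesive matrix protein, by 4.07 ± 0.26, S100a4 by 3.96 ± 0.96 and the homeobox gene Prrx1 by 3.46 ± 0.44 (9 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.023e-05, and 0.2291 with an estimated correlation). Of 14 fibroblast matrix genes 8 rose, including Col5a1 by 3.68 ± 0.47 and Tnc by 3.65 ± 0.62, and of 12 proteases and their partners 6 rose, with cathepsin K, Ctsk, higher by 4.12 ± 0.61 (11 higher, and 10 higher with 1 lower, when adjusted over each list alone; camera adjusted p of 1.051e-08 and 3.706e-06, each 0.2986 with an estimated correlation). Of 14 macrophage genes 11 rose, among them the mannose receptor Mrc1 by 2.98 ± 0.72, complement C1qa by 2.53 ± 0.37 and the integrin Itgam by 2.48 ± 0.31, while 1 fell and 2 did not pass (12 higher and 1 lower when adjusted over the list alone; camera adjusted p = 3.679e-09, and 0.2085 with an estimated correlation). Macrophage markers thus moved with the mesenchymal and matrix genes. With each tumor left out in turn, Mrc1 did not pass without p53 tumors 2, 3, 4, 5 or 6 or pRbp53 tumors 1, 3 or 5. S100a4 did not pass without p53 tumors 4, 5 or 6 or pRbp53 tumors 1, 2, 3 or 5. Neither passed with sex or with genotype as a covariate. Perp did not pass without p53 tumor 2 or 4, nor with sex or genotype as a covariate.

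The study named 9 genes as higher and 13 as lower in undifferentiated or spindle tumors, chosen on all its arrays, these included, so that neither list is independent evidence. Of the first, 8 rose, such as the EMT factors Zeb1 by 3.27 ± 0.30 (SE) and Snai1 by 3.02 ± 0.51, and of the second, 9 fell, such as E-cadherin, Cdh1, by −6.09 ± 0.50 and the desmocollin Dsc2 by −5.20 ± 0.49 (9 and 13 when adjusted over each list alone). Their camera adjusted p was 3.427e-09 and 1.017e-13, and 0.0575 for each with an estimated correlation.

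Several further lists moved. Of 10 basal genes the integrin Itgb4 fell, by 3.09 ± 0.28 (SE), with Krt5 at −3.74 ± 1.28 and Krt14 at −4.91 ± 1.73 not passing (1 higher and 8 lower when adjusted over the list alone), and of 18 cornified genes Calml3 fell, by 4.18 ± 0.93 (5 when adjusted over the list alone). Without pRbp53 tumor 5, 7 basal and 8 cornified genes passed as lower, as did 8 hair shaft, 6 stressed keratinocyte, 3 p53 target and 2 bulge genes. Of 6 Schwann cell genes 3 fell and 1 rose, Sox10 by −3.05 ± 0.12 and Pmp22 by 2.38 ± 0.57 (4 lower and 1 higher when adjusted over the list alone); Sox10 also marks glandular epithelium. None of 18 hair shaft and 16 hypoxia genes passed, and Egln3, an oxygen sensor, stood at −2.66 ± 0.73 (4 and 0 lower when adjusted over each list alone). Of 12 endothelial genes Pecam1 rose, by 0.86, and of the 51-gene signature only Ndc1 rose, by 1.21, both named for that reason (3 and 1 when adjusted over each list alone). The camera adjusted p of these 7 lists was 0.0011, 0.0108, 0.0138, 0.0069, 8.236e-04, 0.0053 and 0.0138. With an estimated correlation the camera adjusted p was 0.4297, 0.6090, 0.2333, 0.5689, 0.5689, 0.5689 and 0.7844. The 51-gene call was lost without p53 tumor 3, p53 tumor 5 or pRbp53 tumor 2, and the endothelial call without p53 tumor 5. The cornified call was lost without p53 tumor 2. The hair shaft call was lost without p53 tumor 4, with the replicate block and within p53 tumors. With each tumor left out in turn, Calml3 passed only without p53 tumor 5, and Pmp22 only without p53 tumor 6. Calml3 and Pmp22 did not pass with genotype as a covariate, nor Calml3 with sex as a covariate.

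Camera called none of the remaining lists, but some members passed. The receptor Kit of the mast cell list fell by 4.48 ± 0.52 (SE), lipocalin Lcn2 of the neutrophil list by 5.42 ± 0.89, Thrsp, which drives fat synthesis, of the adipocyte list by 6.20 ± 0.60, and the desaturase Scd1 of the sebaceous list by 2.74 ± 0.52. Cxcl10, an interferon-induced chemokine, rose by 3.39 ± 0.59, and the bulge markers Cd34 and Nfatc1 rose by 2.92 ± 0.47 and 1.91 ± 0.16. No mitotic, replication or DNA repair gene passed, with Top2a at −1.16 ± 0.79. The 20-gene mean differed by 0.20, with a two-sided exact permutation p of 0.702 where 0.0119 is the smallest that 84 splits can give.

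All 3 poorly differentiated tumors are p53 tumors with Xist, the RNA of the inactive X chromosome, at 11.66 to 12.19, so grade is tied to genotype and to sex. With genotype as a covariate 2024 probesets passed, within p53 tumors 827, with sex as a covariate 1614, and with the replicate number as a block 0 (5532 at an unadjusted p under 0.05 by limma). Leaving out p53 tumor 4 lowered the count to 2039. Leaving out pRbp53 tumor 1 left 5 passing genes in the study's list of genes higher with grade and 5 in the fibroblast matrix list, and leaving out pRbp53 tumor 5 left 5 in the mesenchymal list.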

Values the study reported

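The study reported a tumor signature of 682 probesets from its training arrays, 371 overexpressed and 311 underexpressed. Between the genotypes it reported 83 probesets by a t-test at a false discovery rate below 0.1, from its training and testing arrays together. By histological grade it showed 902 probesets in each direction, a fixed share of the array, with all its carcinomas. The arrays used here are the testing arrays, so these counts are not independent of those found here.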

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

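Of the tests below, those on other mammary genes and on a shared RNA were set before their results were seen, and the others were chosen after the result they test. Of 352 groups of values searched for a sample far from the rest, 33 held one, where chance gives about 1 in 20.

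Several samples stood apart in gene groups that the comparisons rest on. Control skin 1 had the lowest proliferation signal of its group, with means of 6.35, 6.36 and 6.43 for the 20-gene, 51-gene and 26-gene signatures against at least 7.17, 7.06 and 7.21 in the other controls, and with Aurka at 5.64, Birc5 at 5.41, Cenpa at 6.29 and Chek1 at 4.68; its Krt14 of 12.90 was also the lowest. Control skin 3 stood apart in Adipoq at 9.10, Plk1 at 6.74, Flt1 at 7.26 and the mean of the respiration genes at 11.23. The mixed tumor pRbp53 tumor 4 kept more epithelial signal than the other pRbp53 tumors, with Krt14 at 9.32, Dsp at 10.14 and means of 6.97 for the genes that the study named as lower with grade and 8.88 for bulge genes, with a lower mean of 8.93 for mesenchymal genes, and its Fgd6 and Tpd52 were at 6.95 and 8.84. The mast cell list averaged 8.45 in pRbp53 tumor 3, above the other pRbp53 tumors and the other undifferentiated or spindle tumors, and its Runx1t1 was 7.78 and its Tfap2c 4.62.

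In p53 tumor 6, a spindle tumor, Krt8 at 5.37 and Perp at 4.0 were the lowest of the p53 tumors, and Runx1t1 at 5.51 the highest. The undifferentiated p53 tumor 3 had the highest Epcam (6.87), Plet1 (7.68), Csn2 (10.80) and basal keratinocyte mean (7.29) among undifferentiated or spindle tumors. In that group Mrc1 was lowest in pRbp53 tumor 2 (8.08) and Thrsp highest in pRbp53 tumor 5 (5.64). The actin 3' minus 5' signal, which no comparison uses, was 1.67 in p53 tumor 7, the highest of the p53 tumors and above the 1.33 of control skin 3. Among the probesets with no gene listed, 673 passed between tumors and control skin. The change from control skin differed between the genotypes at 89 probesets, since both genotypes share the same controls.

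A set of 8 mammary genes, those of milk proteins and the transcription factor Elf5, averaged 11.02 ± 1.82 (SD, n = 3) in poorly differentiated tumors. In undifferentiated or spindle tumors the set averaged 5.14 ± 1.35 (SD, n = 6). Csn1s2a, though, was at 4.26 in p53 tumor 4. In the undifferentiated p53 tumor 3, Csn1s1, Csn1s2a, Csn2 and Csn3 reached 8.71, 9.28, 10.80 and 9.96. The other members Elf5, Ltf, Lalba and Wfdc18 were at 5.24, 5.77, 5.52 and 7.34 there. In the poorly differentiated tumors these members were at least at 9.45, 10.47, 7.04 and 13.37. Carry-over of RNA from p53 tumor 5 would bring its other abundant transcripts along at the same step. For p53 tumors 2 and 4, 25 other genes were compared, high in p53 tumor 5 and low in tumors without high Csn2. Their median step down exceeded that of the 8 genes by 3.07 and 2.50 on the log2 scale. The 8 genes were chosen after their values were seen, which favors small steps for them. Their own steps ran from 0.18 to 4.18 for p53 tumor 2 and from 0.71 to 8.51 for p53 tumor 4. Carry-over at a single step would therefore not give all 8 values, but carry-over of a part of them stays open. Female sex alone falls short, since 4 of 8 tumors with Xist at 8 or more had Csn2 below 6. A further 14 mammary genes were higher in the poorly differentiated tumors by 1.77 and 8 salivary genes by 1.47 (exact permutation p = 0.0119 for each, the smallest of 84 splits), and in both sets several genes were raised in p53 tumor 5 alone, such as Folr1 at 11.42 and Prol1 at 10.94, while Gjb2 and Cd24a of the mammary set were also high in mixed tumors, at 11.77 in p53 tumor 7 and 13.26 in pRbp53 tumor 4. Glandular epithelium in or beside these tumors may explain the pattern, and its kind, mammary or salivary, stays open. The size of the salivary difference rests largely on p53 tumor 5. The salivary mean had an SD of 1.78 (n = 3) in poorly differentiated tumors. Its lowest value there was 4.45, against a highest of 4.27 in undifferentiated or spindle tumors. Control skin 3, with Csn2 at 9.83, had Uty, a gene of the Y chromosome, at 8.62 together with Xist at 7.39, against 5.13 in the male control skin 1, so admixture from another sample or tissue stays open for that array.

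Control skin 2 and 4 were unusually alike, with an SD of their probeset differences of 0.218 against 0.414 to 0.571 for the other pairs of controls. They share female sex by Xist, and the male pair, control skin 1 and 3, had an SD 2.17 times as large. Since control skin 3 stands apart in RNA quality and Csn2, that pair decides nothing about sex, which stays open. If the same RNA had been hybridised to both arrays, differences of separate probesets of a gene would be unrelated, and if not they would correlate clearly; the correlation across genes was 0.283, within the 0.185 to 0.490 of the other pairs but not clear of the low end, so a shared RNA or animal cannot be told apart from close biological likeness. No biological explanation other than sex was tested. Averaging this pair lowered the probesets that passed between tumors and control skin to 4188. Leaving out control skin 2, 3 or 4 alone gave 4209, 4212 and 4273, so this drop cannot be told from that of fewer controls.

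The 89 probesets that differ between genotypes could stem from unequal histology, sex or RNA quality. Within undifferentiated or spindle tumors their median difference, turned to the direction found in all tumors, was 1.01 times the original, with sex as a covariate it was 1.012 times, and without p53 tumor 7 it was 0.992 times, with all 89 in the same direction each time. Probesets called in 9 other splits of the same tumors kept a median of 0.884 times their difference in the first test. They kept 1.007 times with sex as a covariate and 1.001 times without p53 tumor 7. In the first test the split with the most probesets, 43, kept 0.656 times its difference, and no other split held more than 5. Of the 89, 77 still passed with sex as a covariate and 71 without p53 tumor 7. Only 33 passed with histology as a covariate and 19 within undifferentiated or spindle tumors. A cause in sex or in the RNA quality of p53 tumor 7 would shrink the difference, and that of the 89 as a set did not shrink. The median over the sets called in the other splits did not shrink either. Any called set may therefore keep its difference in these tests, so they cannot decide on sex or RNA quality. The first test cannot decide on histology, since few of the 89 calls remained in it. Histology, sex, RNA quality and the loss of pRb stay open, as does the body site of the tumors, which was not tested.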

How the results depend on the processing

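Alternatives with control skin 2 and 4 averaged, without arrays chosen for RNA quality or milk protein genes, or with sex as a covariate were chosen after seeing the data, as were all covariates and subsets of tumors for the lists. The 20-gene difference stayed between 1.89 and 2.26 when each array was left out (exact permutation p at most 0.0022), and the share of training probesets with the same direction between 97.2% and 97.9%. Leaving out each array gave 3744 to 6908 probesets for tumors against control skin, 47 to 216 for genotype and 2039 to 3473 for grade. The counts that moved by over 1.5 times were 3744 without control skin 1; 152, 47 and 216 without p53 tumors 1, 2 and 6, and 53, 184 and 55 without pRbp53 tumors 3, 4 and 5, for genotype; and 2039 without p53 tumor 4 for grade. A Welch test passed 8987 probesets for tumors, 25 for genotype and 825 for grade, and 137 for tumors at the study's own threshold, while array weights per group passed 9353. For genotype, 35 passed with the replicate block, 54 with histology as a covariate, 468 with control skin added to the fit, 7 without p53 tumors 2 to 5, and 57 at an adjusted p under 0.05. For grade, 0 passed with the replicate block, which leaves few degrees of freedom, 1614 with sex and 2024 with genotype as a covariate, and 827 within p53 tumors. Ranking by the Welch test, the 901 probesets taken each way for grade, 2% of those tested, reached adjusted p of 0.0818 and 0.1176, against 0.0218 and 0.0167 for the same number ranked by limma. With an estimated correlation camera called 4, 0 and 1 lists for tumors, genotype and grade (8, 3 and 6 at an unadjusted p under 0.05). With the preset correlation, camera called 6 lists for genotype with histology as a covariate and 8 within undifferentiated or spindle tumors. Dsp reversed between genotypes to 0.25 within undifferentiated or spindle tumors. Of the genes named, 68 of 87 for tumors, 12 of 30 for genotype and 37 of 54 for grade kept their side of the threshold whichever array was left out. Among the brighter probesets 4607, 89 and 2970 passed. For tumors, 2602 of the brighter probesets were higher and 2005 lower, and median centring gave 3624 higher and 2854 lower. The Welch test gave 5082 higher and 3905 lower, and array weights 5034 and 4319. The main fit and the other settings for tumors had more lower than higher. What causes these shifts was not tested.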

Other observations

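The 3 mixed tumors, which no grade comparison uses, fell between the grades in epithelial genes. Their mean signal of the 18 epithelial identity genes was 7.07 in p53 tumor 1, 8.15 in p53 tumor 7 and 6.23 in pRbp53 tumor 4, and that of the 14 mesenchymal genes was 9.90, 9.0 and 8.93. Macrophage genes averaged 10.27 in p53 tumor 1 but 8.02 in p53 tumor 7 and 7.49 in pRbp53 tumor 4. The simple keratin Krt8 was at 5.49 ± 0.77 (SD, n = 4) in control skin and at 10.60 ± 2.45 (SD, n = 7) in p53 tumors. Kit was at 11.16 ± 0.65 (SD, n = 3) in poorly differentiated tumors and at 6.58 ± 0.33 (SD, n = 4) in control skin, and Sox10 at 9.40 ± 0.21 (SD, n = 3) and 6.44 ± 0.30 (SD, n = 4).

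Other genes of glands were high in single tumors. In p53 tumor 5 the lacrimal and salivary genes Prol1, Dcpp1, Car6 and Aqp5 were at 10.94, 9.43, 12.71 and 13.83, where Car6 was at 9.79 to 10.11 in control skin and Aqp5 at 8.11 to 8.76 in p53 tumors 1 to 4, with the mammary genes Folr1 and Olah at 11.42 and 9.82. Dcpp1 was at 10.12 in pRbp53 tumor 4, and Lpo, a milk peroxidase, at 8.72 in p53 tumor 4.

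The counts were set against other splits of the same samples into groups of the same sizes. For tumors against control skin, 1 of 100 splits, the real one, gave as many as 5949 probesets and the highest other gave 75. For genotype, 1 of 100 splits gave as many as 89 and the highest other gave 43. These splits were taken from 1820 and 792 possible ones, so the smallest share they can show is 1 of 100. For grade, 1 of all 84 splits gave as many as 3326 and the highest other gave 11. Chance is therefore unlikely for these counts of probesets, though such shares do not exclude it. For the number of lists called, 19 of 100 splits gave as many as the 21 of tumors against control skin with a highest other of 25. For genotype 16 of 100 gave as many as 18 with a highest other of 24, and for grade 44 of 84 gave as many as 14 with a highest other of 23. Chance is not excluded for these counts of lists, which rest on the preset correlation.

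At the p-value threshold that the study used for its signature, a test with unequal variances passed 137 probesets here, 6 higher and 131 lower in tumors. The study also required a SAM threshold, which was not run here. The count lies below the size of the signature that the study reported from its training arrays.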
